A study of Homo sapiens with 9 samples.

How the data were processed

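PolyA-selected RNA of HEK293T cells was sequenced in 9 libraries: 3 with empty vector, 3 with HA-CIC::NUTM1 and 3 with HA-CIC::DUX4. Per the labels' protocols, 300000 cells per condition were reverse transfected on separate days for separate replicates, RNA was harvested about 48 hours later with an on-column DNase step, and strand-directional libraries were built after polyA enrichment. The authors deposited raw counts per Ensembl gene. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels. A second deposited table holds log2 CPM for 15811 named genes. For the 11511 matched genes with over 100 counts, its values equalled log2 CPM computed here from the counts with TMM scaling and a prior count of 2, and over all 15711 matched genes the Pearson correlation was 1.

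Groups were taken from the sample labels, and both tables name their columns by the library names in those labels. Gene symbols came from a table of gene names that matched 62622 of 62700 IDs. GENCODE 29 was used for gene types, overlaps, GC content, transcript length and neighbours, and no positions are given. CIC, NUTM1 and DUX4 were to be examined as a check of the labels, but their transcripts were not analysed here, and that result and the alternative without their counts were not run.

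Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the groups (17576 of 34765 with at least 1 count), libraries were scaled by TMM, and a robust quasi-likelihood model with 1 mean per group was fitted to all 9 libraries, so that the 3 comparisons shared one estimate of spread. The common dispersion was 0.0102, a biological coefficient of variation of 10.1%. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Levels are TMM-scaled CPM with the SD over 3 libraries. The SE of a log2 fold change is the one implied by the quasi-likelihood F statistic, the size of the change divided by the square root of F. A group whose libraries all held 3 counts or fewer was treated as at the floor, and the fold against it is a lower bound computed from 3 counts. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Library totals of 16970771 to 33655445 counts set the depth.

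Tests of the 4 gene lists (87 genes) used camera from limma 3.58.1 with a preset correlation of 0.01, adjusted over 12 tests, and fry and camera with estimated correlation as alternatives. Named genes are those of the CIC list, and in each comparison the 5 that rose most and the 5 that fell most among called genes with a mean of at least 100 counts in the higher group and no overlap between the groups' libraries. Genes of the other lists are named where called. The lists, this naming rule, the tests of the comparisons and lists, and all alternatives but 1 were chosen before the data were examined. The reads of untested list genes were pooled after their levels were seen. The shared response was set against 20 simulations of unchanged groups that shared the control libraries.

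Alternatives were DESeq2 size factors, library totals and upper quartile factors as scalings, no filter or at least 10 counts in every library, DESeq2 1.42.0, limma-trend on the authors' log2 CPM, a fit of only the groups compared, the replicate number as a block, each library left out in turn, a minimum change of 1 on the log2 scale, a threshold of 0.01 for the shared response and controls split between the comparisons. Offsets for trends on GC content and length were added after the data were seen, and 96.9% of tested genes had both values. On simulated data with 200 changed genes of 16731 tested, edgeR recovered 92.5% of the changed genes and 6.57% of its calls were false. DESeq2 recovered 93% (9.71% of its calls false), limma-trend 92.5% (7.04%), and edgeR with 1 library left out 90% on 16844 genes (4.26%). All simulated changes were at least 1 on the log2 scale, in genes with a mean log2 CPM over 1. In the 3 real comparisons the median change was 1.18, 0.8 and 0.5 for genes called higher. For genes called lower it was -0.34, -0.34 and -0.5. The recovered shares therefore do not apply to changes this small or to weaker genes. Figures were drawn with matplotlib 3.10.9.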

Results

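Gene expression was measured by bulk RNA sequencing of polyA-selected RNA from HEK293T cells, a transformed human embryonic kidney line that takes up plasmids readily. The cells received 1 of 3 plasmids: an empty vector, HA-tagged CIC::DUX4, or an HA-tagged CIC::NUTM1 fusion. CIC (capicua) is a DNA-binding transcriptional repressor, and in sarcomas it is found joined to DUX4 or NUTM1. Each group had 3 libraries, transfected on separate days per the labels' protocols and harvested about 48 hours later. Total counts per library were 17293867, 33655445 and 24946316 for empty vector, 17123926, 26465985 and 19818088 for CIC::NUTM1, and 25918037, 20564873 and 16970771 for CIC::DUX4. Of 62700 genes in the count table, 34765 had at least 1 count and 17576 passed the abundance filter and were tested. The transcripts of the fused genes themselves were not analysed here, so the labels were not checked against the plasmids. The labels do not state the genome build or annotation used for counting, and genes are therefore identified by symbol and Ensembl ID without positions.

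Libraries of one group differed by more than counting noise: the chi-square statistic of their counts over genes, divided by its degrees of freedom, lay between 6.12 and 10.8 in the 9 pairs, so no pair was treated as a single library. Pearson correlation of log2 CPM (counts scaled to a common library size) within groups was between 0.982 and 0.988. The first principal component held 47.6% of the variance and separated the empty vector libraries (-63.98 to -55.58) from the libraries of both fusions (18.8 to 43.29). The second held 14.3% and separated CIC::NUTM1 (16.63 to 37.51) from CIC::DUX4 (-36.48 to -25.42).

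The comparison of CIC::DUX4 with empty vector asked which genes responded to this fusion. At an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 1224 genes were higher and 224 were lower, so that 84.5% of the called genes rose. Requiring a change of at least 1 on the log2 scale as well left 672 higher genes and 1 lower gene, HSPB8, which was named after its value was seen. Of the genes called higher, 204 had no more than 3 counts in any empty vector library, and their fold changes are lower bounds. In 25.7% of tested genes the 3 libraries of one group all lay above the 3 of the other, where chance gives 10%. The number of lower genes depended on the fit and on single libraries. It was 407 when only the 2 groups were fitted. It was 60 without CIC::DUX4 replicate 1, 75 without empty vector replicate 3 and 137 without empty vector replicate 2. Without CIC::DUX4 replicate 1 the number of higher genes was 805.

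Among the genes called higher, the 5 with the largest fitted changes all had 0 counts in the 3 empty vector libraries. ENSG00000274021, an antisense transcript, reached 50.1 ± 11.8 CPM (SD, n = 3), at least 396-fold above the level that 3 counts would give. SPRY4 (ENSG00000187678) reached 48.5 ± 13.7 CPM, at least 383-fold higher. NFILZ (ENSG00000268480) reached 36.7 ± 9.05 CPM and was at least 290-fold higher (290.1). KRT20 (ENSG00000171431) was at least 104-fold and SRMS (ENSG00000125508) at least 84.2-fold higher. Adjusted p for these genes ranged from 5.53e-12 for SRMS to 0.00084 for SPRY4 (edgeR). The named genes that fell did so by much less. CYP1B1 (ENSG00000138061) fell by 0.94 ± 0.21 (SE) on the log2 scale, from 16.6 ± 3.48 to 8.73 ± 2.17 CPM (edgeR adjusted p = 0.00483). ENSG00000253123, NKX2-3 (ENSG00000119919), PPP2R2C (ENSG00000074211) and LINC01605 (ENSG00000253414) had log2 fold changes of -0.98, -0.91, -0.86 and -0.85 (-0.855), with edgeR adjusted p between 0.026 and 0.0423. Each of these 4 lost its call in 4 or 5 of the 6 refits that left out 1 library, keeping its direction in all 6.

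**Figure D1:**
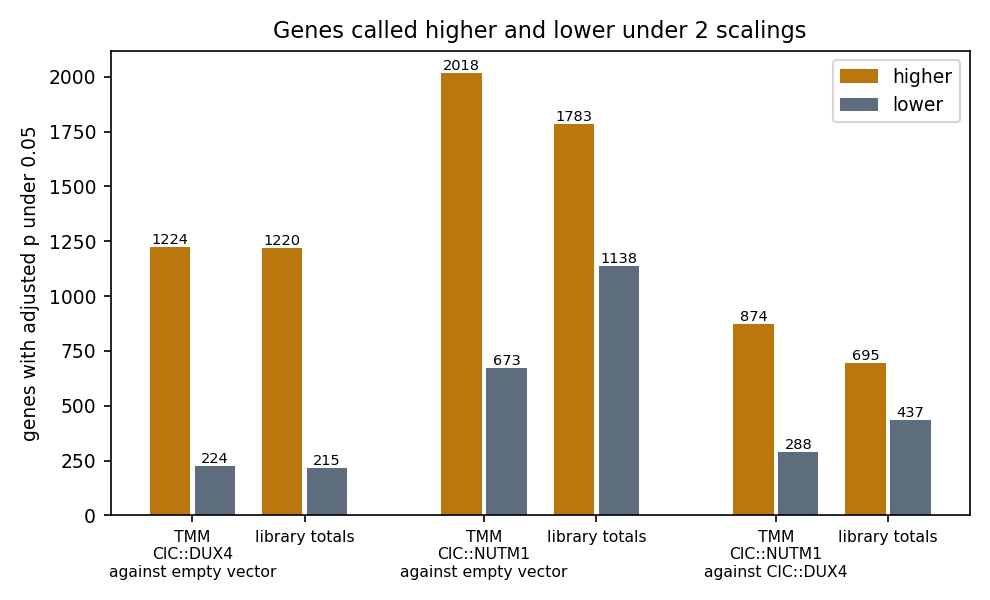
Number of genes with an adjusted p under 0.05 (edgeR, vertical axis, from 0) that were higher or lower in each of the 3 comparisons, with TMM scaling and with library totals alone. The split for CIC::DUX4 against empty vector barely moved (1224 and 224 against 1220 and 215), while both comparisons with CIC::NUTM1 had more lower genes under library totals.

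The same test for CIC::NUTM1 against empty vector called 2018 genes higher and 673 lower (75% higher). At a change of at least 1 on the log2 scale, 856 were higher and 9 lower. Scaling by library totals alone gave 1783 higher and 1138 lower (61% higher), and upper quartile factors gave 1807 and 1124 (61.7%). Libraries of the 2 groups did not overlap for 31.1% of genes, against 10% by chance. The number of lower genes was 278, 399 and 447 without empty vector replicate 3, 2 or 1, and 444 without CIC::NUTM1 replicate 1. Of the higher genes, 216 had no more than 3 counts in any empty vector library.

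SPRY4 was again at 0 counts in empty vector and reached 97.4 ± 22.8 CPM (SD, n = 3) with CIC::NUTM1, at least 770-fold higher (769.7). KRT20 reached 39.1 ± 8.32 CPM, at least 309-fold higher. RTL1 (ENSG00000254656) was at least 105-fold, ENSG00000206249 at least 92.3-fold and SCNN1G (ENSG00000166828) at least 70.4-fold higher, all from 0 counts. The edgeR adjusted p of these 5 genes was at most 0.000262. Among falling genes, CYP1B1 changed by -1.32 ± 0.21 (SE, log2; edgeR adjusted p = 0.000114) and EDARADD (ENSG00000186197) by -1.08 ± 0.20 (edgeR adjusted p = 0.000331). INSM1 (ENSG00000173404) went from 12.4 ± 1.83 to 6.532 ± 1.503 CPM, a log2 fold change of -0.92 (edgeR adjusted p = 0.000542). PPP2R2C and THAP8 (ENSG00000161277) had log2 fold changes of -0.94 and -0.82 with edgeR adjusted p of 0.0157 and 0.0325. PPP2R2C lost its call in 2 and THAP8 in 5 of the 6 refits that left out 1 library.

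Tested directly against each other, the fusions differed at 1162 genes: 874 were higher with CIC::NUTM1 and 288 higher with CIC::DUX4 (edgeR, adjusted p under 0.05). Library totals alone gave 695 and 437, which moved the share higher with CIC::NUTM1 from 75.2% to 61.4%. Changes of at least 1 on the log2 scale were found for 161 and 79 genes. The 3 libraries of each group did not overlap for 22% of genes (10% by chance). Without CIC::NUTM1 replicate 3 the genes higher with CIC::NUTM1 numbered 516, and those higher with CIC::DUX4 174. Without CIC::DUX4 replicate 1 or 2 the latter numbered 156 and 181.

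SHOX (ENSG00000185960) was 8.18 ± 3.36 CPM with CIC::NUTM1 and 0.412 ± 0.0509 CPM with CIC::DUX4 (SD, n = 3), a log2 difference of 4.30 ± 0.40 (SE; edgeR adjusted p = 5.83e-08). RTL1, SPP1 (ENSG00000118785), TAC1 (ENSG00000006128) and THBS1 (ENSG00000137801) were 16.3-, 14.1-, 10.3- and 10.0-fold higher with CIC::NUTM1 by their mean CPM. TAC1 had 0.698 ± 0.210 CPM in empty vector and 0.516 ± 0.169 CPM with CIC::DUX4, against 5.31 ± 1.15 CPM with CIC::NUTM1. In the other direction, ENSG00000274021 was 14.9-fold higher with CIC::DUX4 (edgeR adjusted p = 0.000322). SCNN1B (ENSG00000168447) was 6.84-fold higher with CIC::DUX4, with log2 difference -2.81 ± 0.27 (edgeR adjusted p = 9.41e-08). NFILZ, MSLNL (ENSG00000162006) and SRMS were 5.48-, 5.40- and 4.68-fold higher with CIC::DUX4. All 10 genes kept their calls in each refit without 1 library. Counts of genes that overlap another gene are uncertain, because the labels give directional libraries but not whether strand was used in counting. In GENCODE 29, RTL1 overlaps 10 genes on the other strand, SPRY4 and ENSG00000206249 overlap 3 each, and SCNN1G, CYP1B1 and THBS1 overlap 2. ENSG00000274021, SRMS, MSLNL and THAP8 overlap 1 there. On the same strand, CYP1B1, EDARADD, LINC01605, THBS1 and MSLNL overlap 1 gene each.

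The responses to the 2 fusions were then set side by side. Both fusions raised 925 genes and lowered 119, and 9 genes were called in opposite directions (edgeR, adjusted p under 0.05). In 20 simulations of unchanged groups against the same control libraries, at most 1 gene was called higher in both and none lower or in opposite directions. Of the genes called higher with CIC::DUX4, 75.6% were also called higher with CIC::NUTM1, and 45.8% the other way round. Across tested genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.888 and a Spearman correlation of 0.582. The simulated groups, which share controls but no effect, gave medians of 0.472 and 0.433. The sign was shared by 71.3% of genes, against 66.3% in the simulations. With control libraries split so that the comparisons shared none, the Pearson correlation of differences in log2 CPM was 0.662 (0.643 to 0.681 over 6 splits), against 0.809 on that scale with all controls. The split also left fewer control libraries per comparison, so the fall is not due to sharing alone.

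Of the 925 genes raised by both fusions, 166 were higher with CIC::NUTM1 than with CIC::DUX4 in the direct test and 57 were higher with CIC::DUX4. A further 1084 genes were called higher with CIC::NUTM1 alone, of which 540 also differed between the fusions. For the remainder of these, a difference between the fusions was not detected. Of 299 genes called higher with CIC::DUX4 alone, 90 differed between the fusions.

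**Figure D2:**
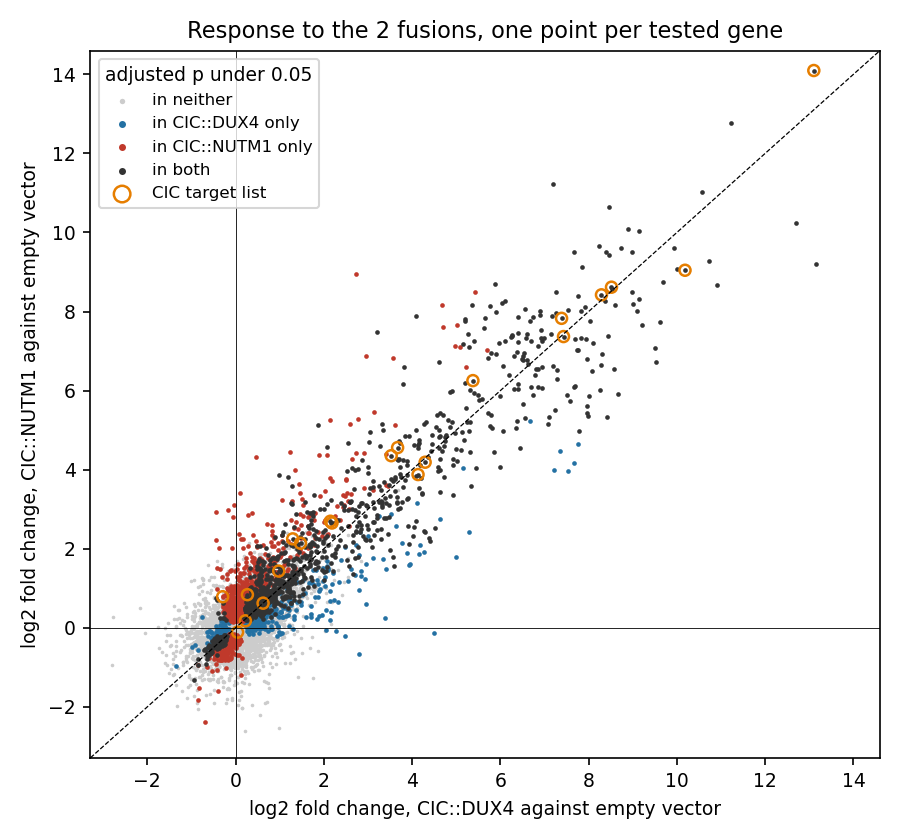
Fitted log2 fold change against empty vector for CIC::DUX4 (horizontal axis) and CIC::NUTM1 (vertical axis), one point per tested gene, coloured by the comparison in which the edgeR adjusted p was under 0.05, with the CIC target list circled and the line of equal change dashed. The Pearson correlation is 0.888, and fitted values of genes with 0 counts in empty vector depend on the added prior count.

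A list of 21 genes described as CIC targets, or as activated by CIC fusions, was fixed before the data were examined to ask whether these genes respond. All 21 were tested. With CIC::DUX4, 18 were called higher over all genes and 18 adjusted over the list alone. With CIC::NUTM1, 19 were called higher by either adjustment. These are also all the list genes with an unadjusted p under 0.05. The median log2 fold change of the list was 3.53 with CIC::DUX4 and 3.88 with CIC::NUTM1, and it was the same with SPRY4 set to its bound. The list test (camera, 12 tests in all, Benjamini-Hochberg) gave adjusted p of 2.25e-116 and 6.96e-107. Both held under fry (5.52e-05 for each) and under camera with estimated correlation between genes (0.00297 for each).

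ETV4 (ENSG00000175832) rose from 0.510 ± 0.101 CPM to 207 ± 49.5 CPM with CIC::NUTM1 and 193 ± 35.1 CPM with CIC::DUX4 (SD, n = 3), which are log2 fold changes of 8.62 ± 0.35 and 8.52 ± 0.35 (SE; edgeR adjusted p = 1.59e-06 and 3.03e-06). ETV5 (ENSG00000244405) rose from 0.811 ± 0.353 to 272 ± 63.6 and 247 ± 43.95 CPM. VGF (ENSG00000128564) had the highest level of the list, 1430 ± 210 CPM (210.4) with CIC::DUX4 and 650 ± 226 CPM (649.7 and 225.6) with CIC::NUTM1, from 1.22 ± 0.499 CPM. The genes not called were DUSP5 (ENSG00000138166) and CCND2 (ENSG00000118971) with both fusions, whose edgeR adjusted p lay between 0.439 and 0.857, and BHLHE41 (ENSG00000123095) with CIC::DUX4. BHLHE41 was 14.4 ± 1.92 CPM in empty vector, 11.8 ± 2.31 CPM with CIC::DUX4 and 24.8 ± 2.17 CPM with CIC::NUTM1.

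Between the fusions, 7 list genes were higher with CIC::NUTM1 over all genes: ETV1, SPRY2, FOSL1, CCND1, PTPN9, HMGA2 and BHLHE41. Adjusted over the list alone, 12 were higher with CIC::NUTM1 and 1, VGF, was higher with CIC::DUX4. The largest difference among the 7 was that of BHLHE41, 1.08 ± 0.15 (SE, log2; edgeR adjusted p = 1.53e-05). ETV1 and CCND1 each lost their call in 4 of the 6 refits without 1 library, and ETV1 (edgeR adjusted p = 0.04) also with DESeq2 (adjusted p = 0.0591) and with DESeq2 size factors in edgeR (adjusted p = 0.0506). VGF differed by -1.14 ± 0.27 and did not pass over all genes (edgeR adjusted p = 0.0624), but passed with DESeq2 (adjusted p = 0.0175). SPRY4, with a log2 difference of 0.99 (0.995), also did not pass (edgeR adjusted p = 0.14) and passed with DESeq2 (adjusted p = 0.0195), as did SPRED2 (edgeR adjusted p = 0.052, DESeq2 adjusted p = 0.000687). With the replicate number as a block in edgeR, VGF, SPRY4 and SPRED2 passed (adjusted p = 0.0156, 7.33e-07 and 0.000262). SHC3 and SPRED1 passed there too (adjusted p = 0.00643 and 0.0134). The list as a whole was higher with CIC::NUTM1 by camera (adjusted p = 1.7e-06, median log2 difference 0.46, 15 of 21 genes positive), but not under fry (adjusted p = 0.051) or with estimated correlation (adjusted p = 0.332).

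**Figure D3:**
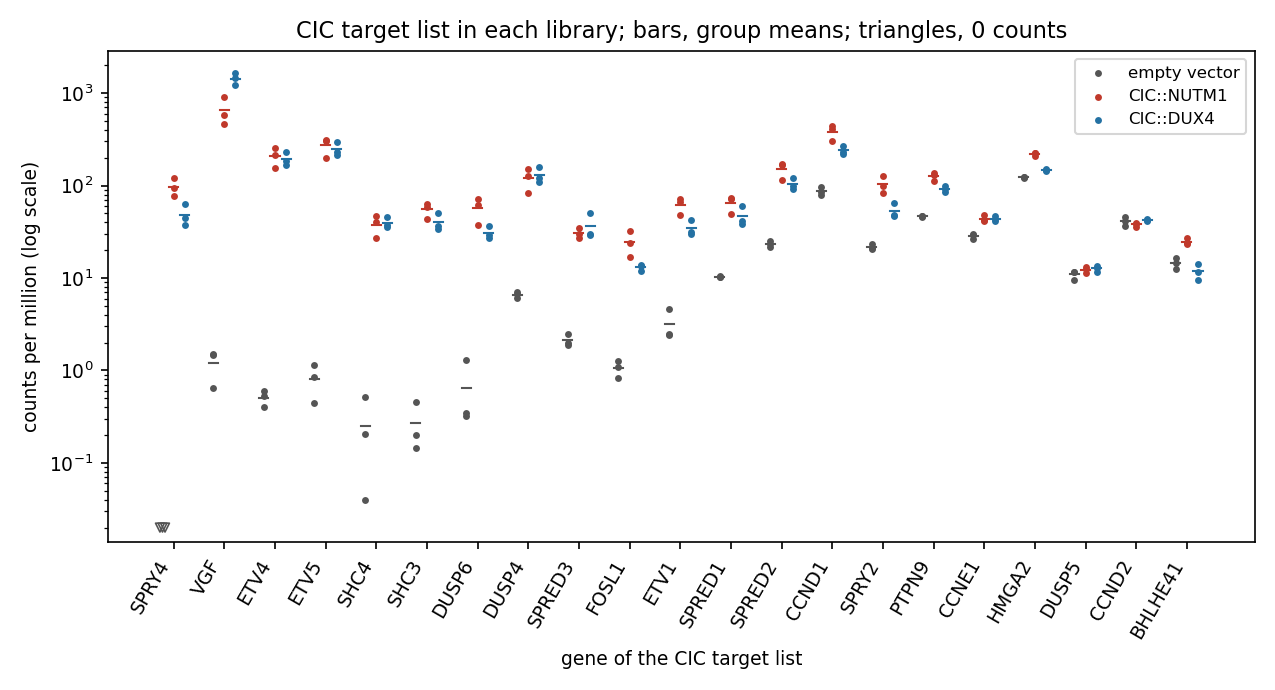
CPM (vertical axis, log scale) of the 21 genes of the CIC target list in each of the 9 libraries, with horizontal bars at the mean of each group of 3 and open triangles for libraries with 0 counts. SPRY4 has 0 counts in all 3 empty vector libraries, and DUSP5 and CCND2 differ little between groups.

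A list of 21 genes bound by full-length DUX4 through its homeodomains was examined to see whether they respond to the CIC::DUX4 fusion. For 18 of them no library had more than 9 counts, and these were not tested singly. Their reads, pooled after the single levels were seen, summed to 0.229 ± 0.135 CPM in empty vector (17 reads), 1.41 ± 0.431 CPM with CIC::DUX4 (87 reads) and 1.26 ± 0.119 CPM with CIC::NUTM1 (78 reads; SD, n = 3). All 3 libraries of each fusion lay above all 3 of empty vector (exact permutation p = 0.1 for each, the smallest that 3 against 3 can give), and the fusions were not shown to differ (exact permutation p = 0.7). The mean was higher than in empty vector for 12 genes and lower for 1 with CIC::DUX4, and higher for 10 and lower for 0 with CIC::NUTM1. Between the fusions, 6 of these genes had a higher mean with CIC::NUTM1 and 8 with CIC::DUX4. The like sums therefore do not show that the same genes responded to both, and single genes had too few reads to tell. Over all genes below the abundance filter the reads were also higher in the fusion libraries, by a ratio of 1.49, and by 2.05 over the protein-coding genes among them. By the CPM above, the pooled reads of the 18 genes rose by more than either ratio with both fusions, but from only 17 reads in empty vector. None of the 3 tested genes was called over all genes in any comparison. At an unadjusted p under 0.05 there were 0 with CIC::DUX4, 1 with CIC::NUTM1 and 1 between the fusions. Adjusted over the list alone, 1 of the 3 was higher with CIC::NUTM1 and none with CIC::DUX4. The camera adjusted p was 0.733 for CIC::DUX4, 0.916 for CIC::NUTM1 and 0.733 between the fusions.

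Of 25 interferon response genes, listed because plasmid transfection can induce them, 15 were tested. With CIC::DUX4, ISG20 and IFI27 were higher over all genes, and adjusted over the list alone 2 were higher and 1 lower. With CIC::NUTM1, ISG20 and DDX60 were higher over all genes and 1 adjusted over the list alone. ISG20 with CIC::DUX4 (log2 fold change 1.42, edgeR adjusted p = 0.0468) lost its call in all 6 refits without 1 library (edgeR adjusted p 0.065 to 0.185), and DDX60 with CIC::NUTM1 (1.06, edgeR adjusted p = 0.0455) in 5 of 6 and with library totals. Between the fusions no gene of the list was called, and 2 had an unadjusted p under 0.05. The camera adjusted p was 0.916 in each of the 3 comparisons. The pooled reads of the 10 untested genes summed to 0.431 ± 0.0761 CPM in empty vector, 0.976 ± 0.399 CPM with CIC::DUX4 and 0.776 ± 0.283 CPM with CIC::NUTM1 (SD, n = 3). All 3 CIC::DUX4 libraries lay above all 3 of empty vector (exact permutation p = 0.1, the smallest possible), which was not so for CIC::NUTM1 (exact permutation p = 0.3). Under fry, both fusions passed against empty vector (adjusted p = 0.0384 and 0.0303), with median log2 fold changes of 0.03 and 0.08.

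Of 20 immediate early genes, which growth factor signalling induces and which are not on the CIC list, 19 were tested. With CIC::DUX4, FOS, FOSB, ATF3, CCN1, CCN2, NR4A1 and PHLDA1 (7 genes) were higher over all genes, and adjusted over the list alone 7 were higher and 2 lower. With CIC::NUTM1, these and EGR1, IER2, DUSP1 and KLF6 (11 genes) were higher over all genes and 12 adjusted over the list alone. Between the fusions, FOS, FOSB, EGR1, IER2, DUSP1, CCN2 and NR4A1 (7 genes) were higher with CIC::NUTM1 over all genes and 11 adjusted over the list alone. FOS (ENSG00000170345) was 4.30 ± 0.104 CPM in empty vector, 12.8 ± 0.669 CPM with CIC::DUX4 and 39.2 ± 14.9 CPM with CIC::NUTM1 (SD, n = 3), and the fusions differed by 1.61 ± 0.23 (SE, log2; edgeR adjusted p = 0.000858). NR4A1 (ENSG00000123358) was 24.0 ± 0.549, 37.3 ± 2.62 and 76.6 ± 12.4 CPM in the same order. CCN2 (ENSG00000118523) differed most between the fusions, by 2.30 ± 0.24 (SE, log2; edgeR adjusted p = 3.6e-05). Several calls of this list were lost in some of the 6 refits without 1 library: with CIC::DUX4, CCN2 in 3 and PHLDA1 in 1, with CIC::NUTM1, PHLDA1 in 4, KLF6 in 3 and EGR1 in 2, and between the fusions, EGR1 in 3 and IER2 in 1. The untested gene of the list was at 0.189 ± 0.0926 CPM in empty vector, 0.227 ± 0.162 CPM with CIC::DUX4 and 0.435 ± 0.132 CPM with CIC::NUTM1. The camera adjusted p was 0.00077 for CIC::DUX4, 5.63e-13 for CIC::NUTM1 and 3.13e-11 between the fusions. All 3 passed under fry (0.0303, 0.00117 and 0.00997) and none passed with estimated correlation (0.332, 0.0717 and 0.0718).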

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

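The tests of library depth, of gain per megabase of exon, of GC content and length, and of CDKN1B and HOXA11 on their own, the exact permutation p that decides the test of olfactory receptor reads, and the simulations and splits for the share of genes higher, were chosen only after the result was seen; the ratio of those reads alone had first been read as a sign of DNA.

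A signal above the control level appeared in genes outside the comparisons. The 17189 genes that failed the abundance filter but had at least 1 count held 1029 RPM (reads scaled to library size) on average in the empty vector libraries and 1535 in the 6 fusion libraries, a ratio of 1.49. All fusion libraries (1325 or more) lay above all empty vector libraries (1073 or fewer). The two-sided exact permutation p over the 84 splits of 9 libraries was 0.0119, the smallest they can give. The ratio was 2.05 for protein-coding genes, 1.41 for long non-coding genes and 1.19 for pseudogenes. Depth is argued against, since with all libraries thinned to one depth the fusion libraries detected 1.32 times as many of these genes as the empty vector libraries. A few strongly induced genes are also argued against: of 15463 genes with unequal pooled counts at equal depth, 71.1% were higher in the fusion libraries. In 100 simulations without change the share was 50% (49 to 50.8%), but these held counting error only, without the spread between libraries. The other splits of the 9 libraries, which hold that spread, gave a median of 54% and at most 68.6% (exact permutation p = 0.0119). Reads from neighbouring induced genes do not account for it either, as the ratio was 1.46 over the 11103 genes more than 100 kb from a gene called higher. DNA left in the samples would add reads to genes that these cells do not transcribe, such as olfactory receptors. Those reads rose by a ratio of 1.67, but on 80 pooled reads in empty vector and 243 in the fusion libraries (exact permutation p = 0.107), so some DNA cannot be told apart from none for want of reads. DNA as the whole of the rise is argued against, because other protein-coding genes gained 35.2 times as much per megabase of exon as olfactory receptor genes (exact permutation p = 0.0357 for the difference in gain). What stays open is a small part from DNA, and a hypothesis that both fusions may raise many weakly transcribed genes slightly, which the groups of this design cannot separate from any other effect of expressing a large protein.

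A difference between the fusions was found in 9 genes that were called higher with CIC::NUTM1 and lower with CIC::DUX4, all 9 of which also differed in the direct test between the fusions (edgeR, adjusted p under 0.05). CDKN1B (ENSG00000111276) and HOXA11 (ENSG00000005073), named after their values were seen, differed most. CDKN1B was 58.9 ± 0.341 CPM in empty vector, 100.3 ± 13.4 CPM with CIC::NUTM1 and 43.6 ± 1.47 CPM with CIC::DUX4 (SD, n = 3), and the direct difference was 1.201 on the log2 scale (edgeR adjusted p = 1.87e-09). HOXA11 was 60.8 ± 2.04, 98.9 ± 8.76 and 45.7 ± 2.77 CPM, with a direct difference of 1.11 (edgeR adjusted p = 2.07e-09). For both genes all 3 CIC::NUTM1 libraries lay above, and all 3 CIC::DUX4 libraries below, every empty vector library. Scaling is argued against as the whole cause: 5 to 8 of the 9 stayed called in opposite directions over 3 other scalings. GC content and length are argued against as well, with 8 of the 9 still called when those trends were removed. Of 100 splits of the 9 libraries into a control and 2 treated groups, the real one always among them, only the real one gave as many genes called in opposite directions. Most others parted the empty vector libraries and had 0 shared calls, so they had little chance to give opposite ones. The splits with 709 and 692 shared calls gave 0. With so few informative splits, this count does not decide against chance. With 1 library left out, between 2 and 9 of the 9 stayed called, so for the others single libraries cannot be told apart from an effect of the fusion with 3 libraries per group, although all 9 kept opposite signs in every refit. CDKN1B and HOXA11 stayed called in all 9 of those refits. An effect specific to each fusion partner remains a hypothesis.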

How the results depend on the processing

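The alternatives that left out the counts of CIC, NUTM1 and DUX4, and those of the transcripts of the fused genes, were not run, since these genes were not analysed here. Offsets for GC content and length were the only alternative chosen after the result was seen.

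Over the other scalings, filters, tests and blocks, rises outnumbered falls in all 3 comparisons. Library totals raised the lower genes of CIC::NUTM1 against empty vector from 673 to 1138 and of CIC::NUTM1 against CIC::DUX4 from 288 to 437. Upper quartile factors gave 1124 in the first. Offsets for GC content and length gave 388, 1090 and 434 lower genes for CIC::DUX4 against empty vector, CIC::NUTM1 against empty vector and CIC::NUTM1 against CIC::DUX4. For CIC::DUX4 against empty vector, no filter gave 380 lower genes, and fitting only the 2 groups gave 407. At least 10 counts in every library left 774 higher genes, 767 of them among the 1224. A minimum change of 1 on the log2 scale left 672 higher genes and 1 lower, 856 and 9, and 161 and 79 in the same order of comparisons.

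The shared response fell to 670 genes with at least 10 counts in every library and to 694 at a threshold of 0.01. Its Pearson correlation was 0.544 without a filter and 0.748 with the strict filter. On differences in log2 CPM, a different scale, it was 0.826 with limma-trend on the authors' values. On that scale the values computed here gave 0.809 with all controls and 0.662 with none shared. The last also rests on fewer control libraries per comparison.

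For the lists, fry moved the CIC list between the fusions to an adjusted p of 0.051 and the interferon list to 0.0384 for CIC::DUX4 and 0.0303 for CIC::NUTM1. Estimated correlation gave 0.332 for the CIC list between the fusions and 0.332, 0.0717 and 0.0718 for the immediate early list. Lists that did not pass by camera changed sign in places, without passing there. The 3 tested homeodomain genes did so without a filter (0.112, 0.257 and 0.771, with more of the list tested), with the strict filter (0.915 and 0.553, with fewer tested) and under fry for CIC::NUTM1 (0.813). The interferon list did so between the fusions under library totals (0.982) and fry (0.865), and for CIC::NUTM1 with the strict filter (0.945).

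Leaving out 1 library at a time moved counts more than most settings. For CIC::DUX4 against empty vector, higher genes ranged from 805 to 1258 and lower genes from 60 to 229, the lowest of each without CIC::DUX4 replicate 1. For CIC::NUTM1 against empty vector, higher genes ranged from 1625 to 2134 and lower genes from 278, without empty vector replicate 3, to 977. Between the fusions, higher genes ranged from 516, without CIC::NUTM1 replicate 3, to 940, and lower genes from 156, without CIC::DUX4 replicate 1, to 324. Changes of over 1.5 times also came without empty vector replicate 2 (137 lower with CIC::DUX4, 399 with CIC::NUTM1), empty vector replicate 3 (75 lower with CIC::DUX4), empty vector replicate 1 and CIC::NUTM1 replicate 1 (447 and 444 lower with CIC::NUTM1), and, between the fusions, CIC::NUTM1 replicate 3 and CIC::DUX4 replicate 2 (174 and 181 lower). Shared calls ranged from 728 to 1125 and their Pearson correlation from 0.840 to 0.891. Adjusted p of the homeodomain list for CIC::NUTM1 ranged from 0.823 to 0.968 and of the interferon list from 0.871 to 0.926, with changes of sign. What sets these libraries apart was not explained.

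Of 120 results for named genes, 465 of 480 refits under 4 settings (DESeq2 size factors, library totals, the replicate number as a block and DESeq2) gave the same call, 4 were weaker, 8 stronger and 3 reversed. The reversed value was CCNE1 between the fusions, near 0 throughout: -0.006 with DESeq2 size factors and with DESeq2, and -0.045 (log2) with library totals. In 720 refits without 1 library, 637 gave the same call, 61 were weaker, 9 stronger and 13 reversed. Sign changes were limited to genes without a call: CCND2 for CIC::DUX4 against empty vector (-0.041 to 0.137), and between the fusions CCNE1 (-0.073 to 0.049), ETV4 (-0.077 to 0.269), DUSP4 (-0.303 to 0.103), DUSP5 (-0.110 to 0.017), SHC4 (-0.235 to 0.134) and SPRED3 (-0.392 to 0.052).

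Libraries with the same replicate number did not all deviate together: the correlation of their deviations from the group means over 10649 genes ran from -0.223 to 0.272, with 4 of 9 pairs over 0.1, and that of different numbers from -0.328 to 0.235, with 5 of 18 over 0.1. The labels put replicates on separate days without saying that a number marks 1 day across groups, so the libraries were treated as sharing only a number, and a shared day is not excluded. With the replicate number as a block, the counts were 1222 higher and 250 lower, 2012 and 727, and 894 and 307, and 1049 genes were shared. The block moved ISG20 with CIC::DUX4 to an adjusted p of 0.0546 and brought SPRY4 (7.33e-07), SPRED2 (0.000262), SHC3 (0.00643), SPRED1 (0.0134) and VGF (0.0156) under 0.05 between the fusions, so the missing calls for these 5 genes do not show that the fusions act alike on them.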

Other observations

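The tests of one difference in dose, of GC content and length, of paralogs left out, of local gene density and of head to head pairs, the counts of other splits, and the use of intervals to decide whether transcription ran on, were chosen only after the result was seen; the strand of pairs had first been read as undecided, and by the 1-sided test used before the interval the head to head pairs had argued against run-on.

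Rises outnumbered falls with both fusions. Scaling between libraries is argued against as the whole cause, since over 3 other scalings at least 61% of calls against empty vector were higher. The size of the excess did depend on scaling: with CIC::NUTM1 the share was 75% with TMM and 61% with library totals. GC content and transcript length are argued against as the whole cause too, with at least 67.3% higher when those trends were removed. A hypothesis is that the fusions mainly activate transcription in these cells, directly or through other genes, which 1 time point does not separate.

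Induced genes differed in strength between libraries of one fusion. Genes were taken if called and raised by more than 3 on the log2 scale, with a mean CPM above a set minimum in the fusion group. Genes raised as much at lower levels were left out. Over 77 such genes with CIC::NUTM1, the gain over empty vector was 0.78 (log2, median) larger in replicate 1 than in replicate 2, and 97.4% of the genes went that way. Over 82 such genes with CIC::DUX4, replicate 1 exceeded replicate 2 by 0.51 at 100% of genes. These were the pairs of each fusion that differed most. CIC::NUTM1 replicates 1 and 3 differed by 0.22 (0.215, 75.3% of genes one way) and CIC::DUX4 replicates 2 and 3 by -0.09 (59.8%). The order was replicate 1, 3, 2 in both fusions (medians 0.332, -0.126 and -0.199 with CIC::DUX4, and 0.33, 0.124 and -0.493 with CIC::NUTM1), which leaves a transfection day shared by number open. Depth or scaling is argued against: in the CIC::NUTM1 pair, unchanged genes of like abundance shifted by -0.108. If each library had one scale for all induced genes, as a different transfected share would give, log ratios would spread no wider over induced than over unchanged genes. The median ratio of the spreads over 6 library pairs was 1.16, with a range of 0.949 to 1.54, so one scale per library and gene-specific differences cannot be told apart with single libraries. The transfected share was not measured here.

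A difference in dose or transfected share between the fusions could make one response a scaled copy of the other. Among genes raised by both fusions that also differed between them, the less common direction held 57 genes, beside 166 in the other, which argues against a single scale as the whole cause. Gene-specific effects of the fusion partners remain a hypothesis.

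Genes called higher lay near each other more often than chance. Of 972 genes raised by at least 1 on the log2 scale with either fusion, 24.7% had another within 100 kb, against 19.3% for random tested genes of like abundance, a ratio of 1.28 (permutation p = 0.0013, 10000 permutations). The ratio is the pattern itself, so it cannot show an effect of position along the chromosome. Local gene density is argued against, since genes called higher had fewer tested genes within 100 kb than others (means 2.95 and 4.47), and against random genes of like abundance and density the ratio was 2.01 (24.7 against 12.3%, permutation p = 1e-04, the smallest that these permutations can give). Reads counted in overlapping genes are argued against as the whole cause, since the ratio was 1.23 with overlapping pairs left out (permutation p = 0.0079). Transcription running on from an induced gene is argued against if counting used strand: 48.4% of 159 neighbouring pairs were on the same strand (95% exact Clopper-Pearson interval 40.4 to 56.5%), against 48% of all neighbouring tested pairs and 63.9% if run-on gave all the excess pairs. The labels do not state whether strand was used. Counted without strand, run-on could also reach genes on the other strand but would not link pairs that lie head to head. Of 131 pairs without overlap 24.4% lay so (95% exact Clopper-Pearson interval 17.3 to 32.7%), and 17.7% would if run-on gave all the excess pairs (exact one-sided binomial p = 0.0317). Since the interval includes that share, run-on counted without strand cannot be told apart from other causes with this number of pairs. The 17.7% rests on random genes of like abundance only and was not computed for like density. There fewer random genes had a neighbour (12.3 against 19.3%), and a larger excess would lower the 17.7%, so this test leaves run-on undecided. Pairs sharing a symbol stem, as paralogs do, were 8.18% of the neighbouring pairs called higher and 3.05% of all neighbouring tested pairs. Reads shared between paralogs are argued against as the whole cause, since with such pairs left out the ratio was 1.22 (22.5 against 18.5%, permutation p = 0.0082). A regional effect of the fusions is a hypothesis that stays open and was not tested, as does run-on counted without strand.

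Other splits of the samples were counted too. In each of the 3 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, and no other gave more than 5. With 10 splits the share cannot be under 0.1. Of 100 splits of all 9 libraries, the real one always among them, only the real one gave as many shared calls (1044). The next highest had 709 and kept the empty vector libraries together, as did a split with 692. A split that parted the empty vector libraries between 2 groups gave 408. The list p-value was as small in 1 of 10 splits for the CIC list with either fusion and in 2 of 10 between the fusions. It was as small in 1 of 10 for the immediate early list in all 3 comparisons. For the homeodomain list, 5, 10 and 6 of 10 splits gave one as small for CIC::DUX4, CIC::NUTM1 and between the fusions, and for the interferon list 7, 9 and 9 of 10.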
